A study of Homo sapiens with 4 samples.

How the data were processed

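The series holds chromatin immunoprecipitation sequencing for H3K27ac in A375 melanoma cells, with 2 vehicle and 2 octanoate libraries per the labels. Cells were treated for 48 hours with 1 mM octanoate or with isopropanol, fixed with paraformaldehyde and sonicated, per the labels' protocols. Groups were taken from the treatment given in the labels. Aligner, peak caller, read counting, genome build and annotation are not stated in the labels or the file headers.

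The data analysed were 1 table of the authors' own comparison, with column names of DESeq2 results per the file headers. The mean level of each region is a signal normalized by the authors, per the file headers, whose scaling and whose libraries are not named. The log2 fold change and its standard error are the authors' values per the file headers, on the log2 scale, with the numerator not named. The score the authors give as the statistic, per the file headers, equalled the fold change divided by its standard error to within 3.38e-14. The p-value of each region in the deposited table equalled the two-sided normal p-value of that score to within 2.89e-15. Benjamini-Hochberg adjustment over the 36436 regions with an adjusted p-value under 1 gave the authors' deposited adjusted values back to within 2.05e-15. The value 1, which the deposited table gives for every region with a lower mean level, was therefore read as an adjusted p-value that was not computed. The distance in bases to the assigned gene, per the file headers, was compared with the RefSeq gene table of GRCh38.p14 as a check, and no coordinate of that table is given. Of 17301 gene symbols in the deposited table, 15818 matched a current symbol, 900 an older symbol only and 583 neither. For 93.3% of matched lines with a distance of 0 in the deposited table, the region lay within 1 kb of an end of the gene in that gene table. A distance of 0 was read as overlap with a transcription start. The check does not establish this reading, because it does not separate the start of a gene from its other end. Exon and intron annotation and sequence content were not analysed here. The number of columns of single libraries left out was 0, and depth per library is unknown.

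The design fixed in advance called for a test across the 4 libraries with a quasi-likelihood model or limma. It could not be run, because the deposited table holds no value per library. The authors' comparison was described instead, which the same design provided for. Lines that repeated a region for another gene were merged, and all counts are of distinct regions unless lines are named. Calls are regions with a deposited adjusted p-value under 0.05. The direction of all regions was described at a mean level of at least 10. Shares carry 95% Wilson intervals and medians 95% intervals over regions. These cover variation between regions and not between libraries.

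The median of each preset gene list over its regions was compared with 10000 random lists of regions drawn within 20 bins of mean level. Random lists of genes taken with all their regions were added later. For calls adjusted over the list alone, Benjamini-Hochberg adjustment was repeated on the deposited p-values of the list's regions with an adjusted p-value. CCN1 and CCN2 were found under older symbols, and ACLY belongs to both the sterol and the histone acetylation lists. Named regions were the 5 calls with the largest and the 5 with the smallest log2 fold change at a mean level of at least 10, with members of the preset lists also allowed. The ANGPTL4 region is a list member. KCTD3 falls outside this rule. Values of some single regions are not reported here.

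The groups, the threshold, the gene lists, the naming rule and most other settings were chosen before the data were examined. Those settings were, for the deposited comparison, a threshold of 0.01, a log2 fold change of at least 1 in size, adjustment over all lines, a filter on level and 1 line per gene. Centring of the fold changes on a median, adjustment over all distinct regions, counting of all lines and leaving out of each gene of a list were added after the data were seen. In centring, the median was subtracted from the fold change, the two-sided normal p-value was taken from the authors' standard error, and Benjamini-Hochberg adjustment was applied over the same regions.

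The procedures were tested on simulated data. In 36436 simulated regions, a shift of 0.3 was given to all and a further change of 2, up or down, to 200 of them. After centring, 99.5% of the changed regions were called, with 7 false calls. The change of 2 exceeded the median of 1.02 of the deposited positive calls, so the check does not measure power at such sizes. Without centring there were 700 calls, of which 501 carried only the common shift. Such regions count as false here by definition, and the check does not decide whether a common shift is real. The comparison of spread between regions at starts and others of the same level was run on values whose spread depended on level only. In the first such run, the SD at starts of 2.41 lay just outside the matched draws, which ran from 2.30 to 2.39, because the draws leave out the sampling error of both sets. In 100 further runs the SD at starts divided by the median of its matched draws ran from 0.978 to 1.03. Computation used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.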

Results

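Chromatin carrying H3K27ac, an acetylated form of histone H3 and a mark of active promoters and enhancers, was profiled by chromatin immunoprecipitation and sequencing in A375, an established human melanoma cell line. The labels describe 4 libraries: 2 from cells given the vehicle isopropanol and 2 from cells given octanoate, a medium-chain fatty acid, at 1 mM. Both treatments lasted 48 hours. The values analysed were those of the authors' deposited table of 1 comparison, which gives a mean level, a log2 fold change, its standard error and p-values for each region and no value per library. The depth of each library was therefore unknown, no spread between replicates could be computed, and each error given for a region is the standard error the authors' model assigned to it.

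The labels imply 1 comparison, octanoate against vehicle, and the series title gives its question as the effect of medium-chain fatty acids on chromatin in these cells. The header of the authors' deposited table names neither the libraries compared nor the numerator of its fold change. That the table holds this comparison is therefore an inference. Changes are described as positive or negative and not as gains or losses under octanoate. The genome build is likewise not named, and coordinates are given as in the table. Each gene named beside a region is the one the authors assigned, and the assignment does not show that the region regulates that gene.

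The authors' deposited table held 91107 distinct regions on 95312 lines, because 3598 regions were listed with 2 or more genes. Regions in the authors' deposited table had a median width of 908 bases, with extremes of 200 and 81107 bases. Mean levels in the authors' deposited table ran from 0.311 to 2600, with a median of 12.3 in the authors' normalized units. An adjusted p-value had been computed for 36436 regions of the authors' deposited table, or 40.0%. The other 54671 regions of the authors' deposited table, with mean levels of at most 18.44, carried the value 1 in its place. The standard error of the log2 fold change in the authors' deposited table had a median of 0.29 among regions with an adjusted p-value, and of 0.69 among the others.

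The distribution of all fold changes was examined first, because a fatty acid that feeds acetyl-CoA pools raises the question of a genome-wide change in acetylation. Among the 50472 regions of the authors' deposited table with a mean level of at least 10, the median log2 fold change was 0.32 (95% interval over regions 0.317 to 0.323), a ratio of 1.25. Of these regions of the authors' deposited table, 84.1% had a positive fold change (95% Wilson interval 83.8 to 84.5%). The filter on level that moved this share most was a mean level of at least 100, under which 95.3% were positive in the authors' deposited table, and with no filter 73.7% were. These intervals treat regions as independent and carry no error between libraries, since a single difference in scaling between the groups would move every region together.

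**Figure D1:**
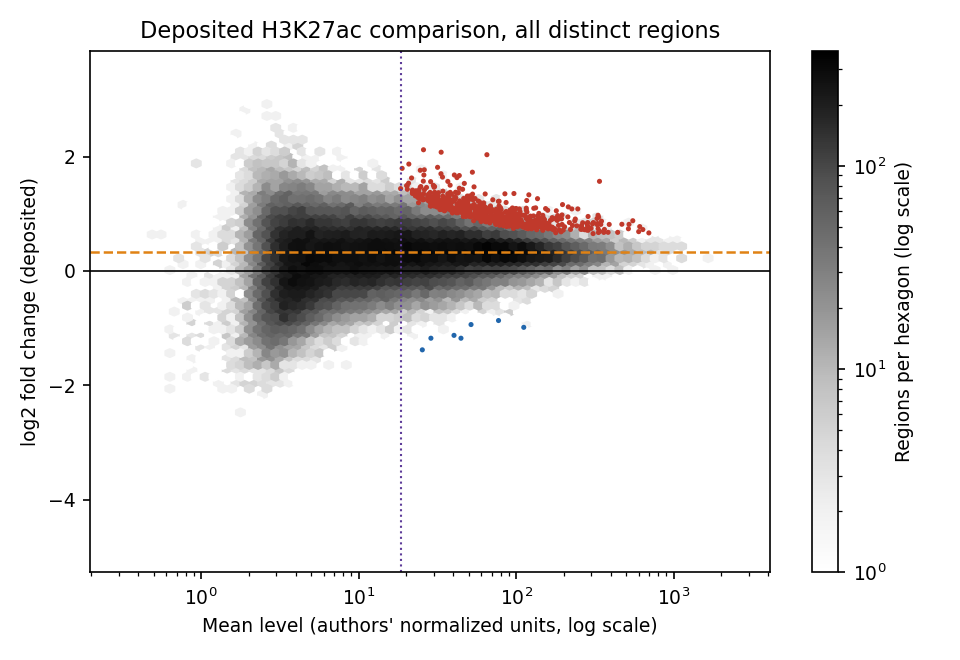
Log2 fold change against mean level (authors' normalized units, log axis) for the 91107 regions of the authors' deposited table, shaded by the number of regions per hexagon, with the 601 positive calls in red and the 7 negative calls in blue. The dashed line marks the median of 0.32 and the dotted line the level of 18.44 above which adjusted p-values were given.

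The median was not the same at every level. When all regions were divided into 10 equal bins by mean level, the lowest bin had a median log2 fold change of 0.00 (95% interval -0.02 to 0.03) in the authors' deposited table. It rose through 0.10, 0.18, 0.25 and 0.28 in the next bins of the authors' deposited table and lay between 0.31 and 0.34 in the upper 5 bins. Divided in the same way, the regions with an adjusted p-value in the authors' deposited table had bin medians from 0.30 to 0.34.

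**Figure D2:**
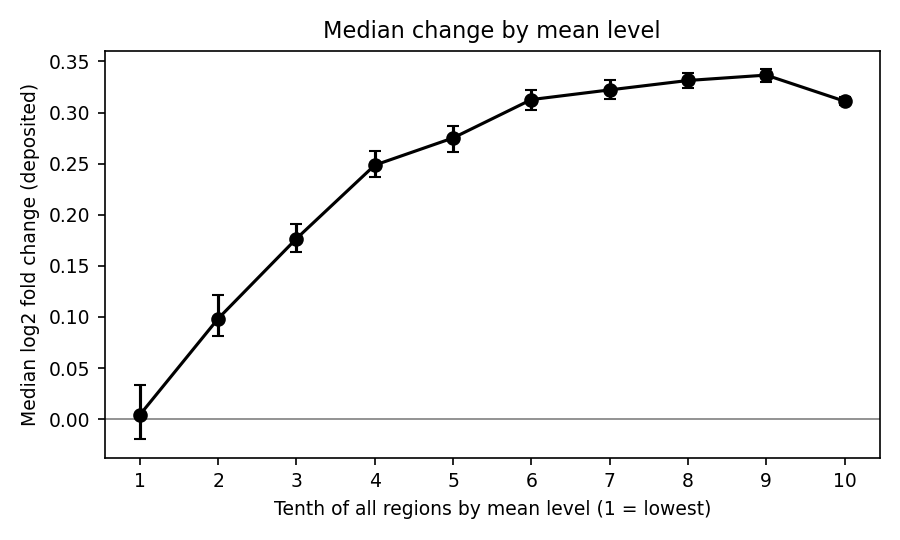
Median log2 fold change of the authors' deposited table in 10 equal groups of regions ordered by mean level, with bars for the 95% interval of the median over regions. The median was 0.00 in the lowest group and 0.31 in the highest.

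The question of which regions changed was taken from the authors' adjusted p-values at a threshold of 0.05. A total of 608 regions of the authors' deposited table, 1.67% of those with an adjusted p-value, passed the threshold, of which 601 were positive and 7 negative. The smallest absolute log2 fold change among the calls of the authors' deposited table was 0.65, and the positive calls had a median of 1.02 and lay beside 529 genes. Calls were few beside the 6711 regions of the authors' deposited table with an adjusted p-value whose unadjusted p-value was under 0.05, of which 6538 were positive and 173 negative. The alternative that moved the count most was centring. With the median of 0.32 of the regions with an adjusted p-value subtracted from the fold changes of the authors' deposited table, and the authors' standard errors kept, 45 regions passed, 19 above the median and 26 below it. Of these 45 regions, 26 were also calls of the authors' deposited table.

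**Figure D3:**
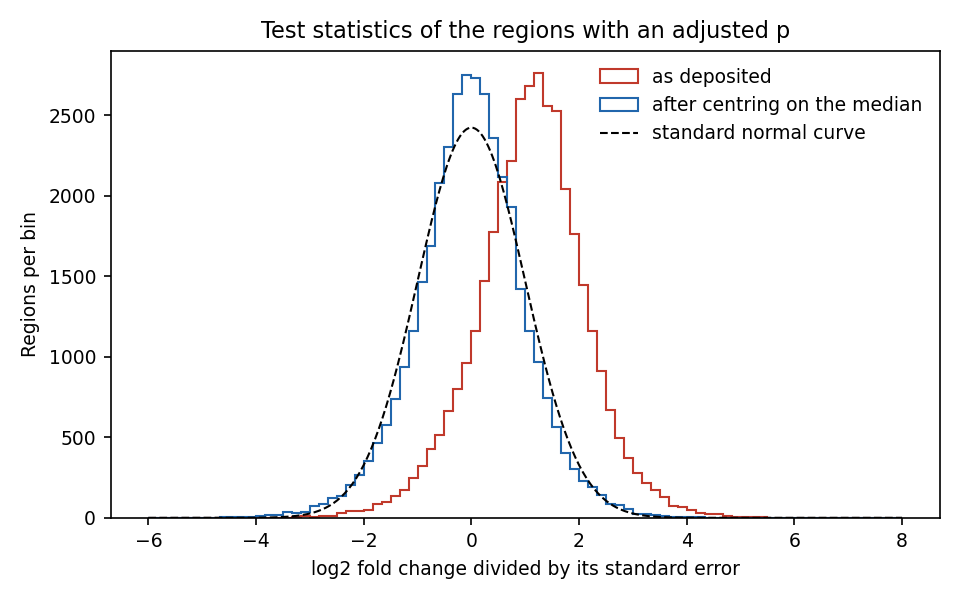
Histogram of the log2 fold change divided by its standard error (horizontal axis, no unit) against regions per bin, for the 36436 regions with an adjusted p-value in the authors' deposited table, as deposited (red) and after subtraction of the median (blue), with a standard normal curve. The deposited statistics had a mean of 1.11 and an SD of 1.02, and the centred ones an SD of 1.00.

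The 5 calls with the largest fold changes in the authors' deposited table lay beside GAS6, PYY, UNC13A, HMX3 and C1QTNF8. The GAS6 region (chromosome 13, 113913237 to 113914906) had a log2 fold change of 2.12 with a standard error of 0.42 in the authors' deposited table (adjusted p-value 0.000763), or 1.80 above the median of all tested regions, and a mean level of 25.8. Its distance to the GAS6 start in the authors' deposited table was -49170 bases, where the negative sign places the start at lower coordinates. The PYY region (chromosome 17, 44001478 to 44003542) had 2.08 ± 0.33 (standard error) and an adjusted p-value of 4.30e-06 in the authors' deposited table, and the UNC13A region (chromosome 19, 17685785 to 17688806), which overlapped the gene's start, 2.03 ± 0.27 and 2.24e-09. The regions at HMX3 (chromosome 10, 123135241 to 123136722) and C1QTNF8 (chromosome 16, 1089469 to 1091358) had 1.87 ± 0.42 and 1.81 ± 0.37 in the authors' deposited table. After centring, HMX3 no longer passed, with an adjusted p-value of 0.104 computed from the authors' deposited table, and the other 4 did.

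The 5 calls with the most negative fold changes in the authors' deposited table lay beside RNF144B, PDZRN3, KCNC2, ARAP2 and the pair CMSS1 and FILIP1L. Their log2 fold changes in the authors' deposited table were -1.38 ± 0.37 (standard error) for RNF144B (chromosome 6, 18535239 to 18537896), -1.18 ± 0.28 for PDZRN3 (chromosome 3, 73435958 to 73440349) and -1.18 ± 0.33 for KCNC2 (chromosome 12, 74979391 to 74982167). The ARAP2 region (chromosome 4, 36052757 to 36056399) had -1.13 ± 0.29 and the CMSS1 region (chromosome 3, 100044413 to 100050035) -0.99 ± 0.25 in the authors' deposited table. Adjusted p-values of these 5 regions in the authors' deposited table ran from 0.00901 for PDZRN3 to 0.0311 for KCNC2. All 5 also passed after centring, which enlarges negative changes because the median subtracted is positive. When the p-values of the authors' deposited table were adjusted over all distinct regions, RNF144B and KCNC2 no longer passed, with adjusted p-values of 0.056 and 0.0767, and the other 3 did. Another negative call of the authors' deposited table, chosen after its values were seen, lay beside KCTD3 (-0.94).

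The smallest p-value of the authors' deposited table belonged to a region of 17507 bases over the start of ANGPTL4 (chromosome 19, 8353745 to 8371252). Its log2 fold change in the authors' deposited table was 1.57 ± 0.20 (standard error) at a mean level of 338, with an unadjusted p-value of 1.09e-14 and an adjusted one of 3.96e-10. After centring it was 1.24, with an adjusted p-value of 1.57e-05 computed from the authors' deposited table.

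Regions were compared by position relative to gene starts, where promoters lie. In the authors' deposited table, 9996 regions with an adjusted p-value had a distance of 0, read as overlap with a start, and 26440 did not. The median log2 fold change in the authors' deposited table was 0.35 (95% interval 0.348 to 0.357) at starts and 0.31 (0.302 to 0.311) elsewhere. Calls made up 0.860% of the regions at starts in the authors' deposited table (86 regions, 95% Wilson interval 0.697 to 1.06%) and 1.97% of the others (522 regions, 1.81 to 2.15%). All 7 negative calls of the authors' deposited table lay away from starts. After centring, 3 regions at starts and 42 elsewhere passed in the authors' deposited table.

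5 gene lists fixed in advance were used to ask whether regions beside genes of fatty acid use, lipid synthesis, melanoma cell state or histone acetylation moved apart from the rest. Each list's median was set against 10000 random lists of regions of the same mean level, as a description of this table and not as a test across libraries. The 61 regions beside 17 genes of fatty acid oxidation and targets of PPAR, a family of nuclear receptors activated by fatty acids, had a median log2 fold change of 0.49 (95% interval 0.377 to 0.580) in the authors' deposited table. Random lists from the authors' deposited table had a median of 0.29 (central 95% 0.180 to 0.390), which put the list at percentile 99.99, and at 99.77 among random lists of genes taken with all their regions. Leaving out each gene in turn gave medians from 0.46 to 0.51 in the authors' deposited table. Of these regions, 31 had an adjusted p-value in the authors' deposited table. Of these 31, 3 were calls, 14 had an unadjusted p-value under 0.05 and 11 passed when adjusted over the list alone. When all 61 were adjusted over the list alone, 8 passed. The 3 calls lay beside ANGPTL4, HADHB (1.27 ± 0.27, standard error) and PLIN2 (0.82 ± 0.18) in the authors' deposited table, and of these ANGPTL4 passed after centring.

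The other 4 lists lay nearer to the random ones. The median log2 fold changes in the authors' deposited table were 0.25 (95% interval 0.180 to 0.312) for 204 regions beside 13 genes of the dedifferentiated or invasive melanoma state, 0.22 (0.049 to 0.297) for 71 regions beside 12 melanocyte differentiation genes and 0.22 (0.152 to 0.308) for 100 regions beside 19 genes of sterol and fatty acid synthesis. Their percentiles among random lists from the authors' deposited table were 7.06, 18.73 and 8.55, and 54.27, 19.12 and 20.31 among random lists of genes. Regions beside 13 genes of the histone acetylation machinery, 64 in number, had a median of 0.20 (0.082 to 0.306) in the authors' deposited table and a percentile of 2.15, which was 15.35 among random lists of genes. The dedifferentiated list held 2 calls of the authors' deposited table, both beside JUN (0.79 and 0.97), with 26 regions at an unadjusted p-value under 0.05 and 8 calls adjusted over the list alone among its 107 regions with an adjusted p-value, or 0 among all 204. The histone acetylation list held 2 calls of the authors' deposited table, of which the ACSS2 region had a log2 fold change of 1.05, with 5 regions at an unadjusted p-value under 0.05 and 2 calls adjusted over the list alone, whether among its 38 regions with an adjusted p-value or among all 64. Neither the JUN regions nor the ACSS2 region passed after centring. The melanocyte and the sterol lists held 0 calls of the authors' deposited table and 0 adjusted over the list alone, with 3 and 7 regions at an unadjusted p-value under 0.05. In all lists, regions at an unadjusted p-value under 0.05 were counted only among regions with an adjusted p-value. The melanocyte list had 25 regions with an adjusted p-value and the sterol list 40.

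**Figure D4:**
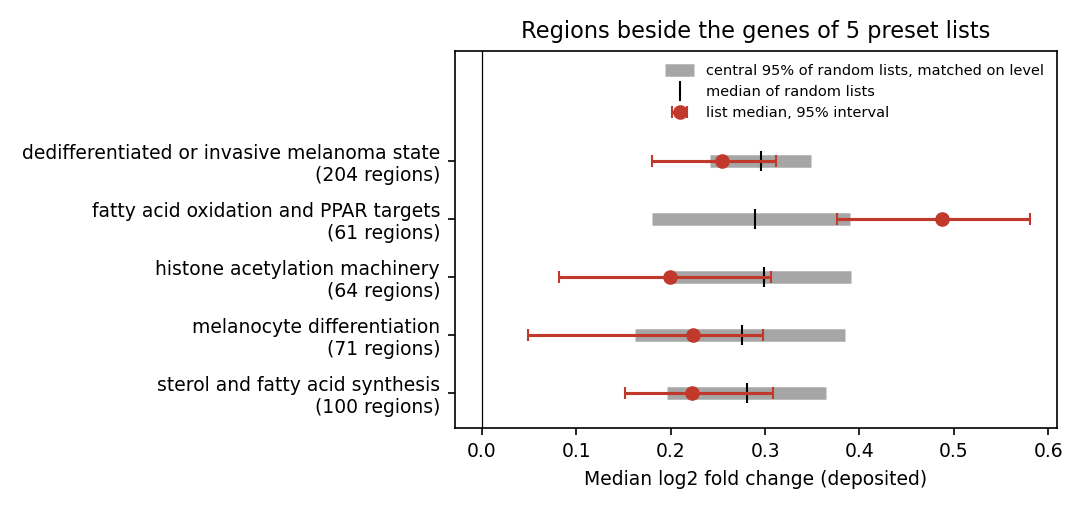
Median log2 fold change of the authors' deposited table (horizontal axis) for the regions beside 5 preset gene lists, with 95% intervals over regions as red bars, and the median and central 95% of 10000 random lists matched on mean level in black and grey. The fatty acid oxidation and PPAR list, at 0.49, lay above the random range of 0.180 to 0.390.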

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

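Centring, adjustment over all distinct regions, counting of all lines, random lists of genes and leaving out single genes were chosen after seeing the data. The 608 calls of the authors' deposited table became 128 at an adjusted p-value under 0.01 and 319 with a log2 fold change of at least 1 in size, both by construction. Adjustment over all table lines gave 250, adjustment over all distinct regions also 250, and 1 line per gene 237. In these settings at least 98.7% of the calls were positive. Counting all lines gave 631 and a mean level of at least 10 gave 608.

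Centring had the largest effect. On the median of regions with an adjusted p-value it left 45 calls of the authors' deposited table, of which 42.2% were positive, a reversal of the split. On the median of all regions it left 40, of which 57.5% were positive, and on the median of the lowest of 10 bins by level, which was 0.00, it left 573. The fall follows from the construction, since a shift common to nearly all regions was subtracted. Of 19 regions examined singly, 12 passed and 7 did not after centring on the median of regions with an adjusted p-value, and 12 passed and 7 did not under adjustment over all distinct regions, with the direction of all 19 kept in both. Among the negative calls named, those lost under adjustment over all distinct regions were RNF144B, KCNC2 and KCTD3.

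The share of positive regions in the authors' deposited table was 73.7% with no filter on level and 95.3% at a mean level of at least 100, with medians of 0.28 and 0.31. At a mean level of at least 10 the share was 84.1% and the median 0.32. The higher share at a mean level of at least 100 thus did not come with a larger median. The cause was not tested by these filters.

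Among the gene lists, the fatty acid oxidation and PPAR list stayed above the random range of the authors' deposited table in every setting tried. The percentile of the dedifferentiated list was 1.94 for members with a mean level of at least 10 and 54.27 among random lists of genes, a reversal. That of the histone acetylation list was 9.7 with random lists not matched, 10.42 for the mean in place of the median, 4 for members with a mean level of at least 10 and 15.35 among random lists of genes. That of the melanocyte list was 0.87 for the mean in place of the median. That of the sterol list was 32.98 for members with a mean level of at least 10, where its median was 0.30, and 20.31 among random lists of genes. The cause was not tested. The median of the melanocyte list in the authors' deposited table ran from 0.14 without TYR to 0.31 without MITF across the leave-one-out settings.

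No paired analysis was possible because the deposited table holds no value per library. For the same reason the DESeq2 test the authors' headers point to was not rerun, and other settings chosen in advance, on size factors, total library size, filters on counts, pseudocounts, the replicate block, each library left out in turn, camera and fry were not run.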

Other observations

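The tests of a single scaling factor, of a simulated uniform shift, of a gain of the whole of chromosome 19, of the decimals and of the sign of the contrast were chosen only after the result was seen, and the statistic of the test of background reads was changed after its first result was seen.

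The deposited calls ride on a shift of the whole distribution. In 100 simulated tables in which every region had the median shift and a normal error of the authors' standard error, with no other change, the number of calls had a median of 469.5 and ran from 304 to 646, a range that includes the 608 of the authors' deposited table. A uniform shift of this size could therefore give a total of this order. The totals do not show that it gives the same calls, because the simulated spread did not differ between starts and other regions. In the deposited table the centred statistics had an SD of 0.746 at starts and 1.08 elsewhere, and simulated calls were not counted separately for these. A uniform shift does not account for the extremes, since 3 deposited regions had a p-value below the smallest simulated one of 4.03e-10. Among regions with an adjusted p-value, the median log2 fold change was at least 0.302 in each of 10 bins by mean level. For this common part, one scaling factor between the libraries and a uniform gain of acetylation cannot be told apart, because the table analysed holds no value per library. The bin medians differed by up to 0.0415 (log2), from 0.302 (95% interval 0.296 to 0.308) to 0.344 (0.335 to 0.356). Neither one scaling factor nor a uniform gain, taken alone, gives such a difference, nor the 0.35 at transcription starts against 0.31 elsewhere. Neither is therefore the whole of the shift.

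Nor does one scaling factor or a uniform gain, taken alone, extend to the weakest regions. The lowest of 10 bins of all regions by level had a median of 0.00425. A candidate explanation is background reads inside weak regions, which would dilute a change and leave the larger median, at the same level, in regions with more level per base. The first version of the test divided the 45553 weaker regions into 10 bins by level and counted the bins in which the denser regions had the larger median, and found 4 of 10. The statistic was then replaced by the mean difference over the bins, which was -0.0167 (log2, 95% bootstrap interval -0.0311 to -0.0008). The count was no different from chance (exact two-sided binomial p 0.754). The replacement lay on the side opposite to the explanation, but it was chosen after the first result, its upper bound lies close to 0, the difference was positive in the upper 3 of these bins, and width also enters the measure of density. The explanation therefore stays open. Selection of weak regions by a peak call in a single group also stays open and was not tested.

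Neighbouring regions deviated together. The rank correlation of centred statistics between adjacent regions was 0.281 over 36412 pairs, against -0.016 to 0.010 in 100 shuffles, which argues against independent counting error per region. It fell with distance, from 0.529 within 2 kb to 0.213 at 20 to 50 kb, and was still 0.149 at 50 to 200 kb, where shuffles reached at most 0.022, which argues against one domain divided into adjacent regions as the whole cause. Adjacent regions are thus not independent evidence, and the simulated tables, which drew them independently, leave this out. Shared regulation over long distances and differences in copy number or base composition between cultures or libraries may both contribute and were not tested.

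Regions at a transcription start spread less than the authors' standard errors predict. Their centred statistics had an SD of 0.746, against 1.08 for the lowest of 1000 draws of other regions matched on mean level. The range of the draws is narrower than the error of such a comparison, so the SD at starts divided by the median of the draws, 0.672, was set against the 0.978 to 1.03 found in 100 simulated runs with an effect of level only. It lay below all of them, which argues against mean level as the reason. There were 86 calls at starts where the level-matched rate elsewhere would have given 329. A candidate explanation is that the authors' model assigned one trend of dispersion to both classes while promoters vary less, and it was not tested, because that needs values per library.

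Chromosome 19 lay above the other chromosomes, with a median of 0.41 over 1572 regions with an adjusted p-value, against 0.36 on chromosome 22, the next highest. After subtraction of the median of regions of the same level and class, it kept 0.0785, against 0.031 on chromosome 20 and -0.046 on chromosome 18 at the ends of the other chromosomes, so level and share of starts are not the reason. Of 9167 overlapping windows of 1572 consecutive regions elsewhere, 0% reached its median, and the highest had 0.37. Chromosome 19 was picked as the highest of the chromosomes, so a share near 0% was likely in advance. The windows therefore cannot exclude chance placement of neighbouring regions that deviate together. Without the 275 regions beside zinc finger genes named ZNF its median was 0.42, so these are not the source either. The excess was missing from 1 part of the chromosome. Between 20 and 30 Mb the median of 64 regions was 0.27 (95% interval 0.194 to 0.352), against 0.41 to 0.44 in the other bins of 10 Mb, and none of 1445 windows of as many regions on the rest of the chromosome was as low. This argues against a gain of the whole chromosome, although the bin was picked as the lowest. Gains of parts of the chromosome and a GC-dependent difference between libraries may remain and were not tested, as no value per library and no genome sequence was used here.

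The mean levels carry up to 9 decimals. For 49.9% of regions the level needs more decimals than a mean over 4 libraries of values with 6 decimals can have, whereas 8 times the level has at most 6. A candidate explanation is a mean over 8 columns, or over 4 that were each a mean of 2, and the file headers do not say which. The columns behind the fold changes are not named either.

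The fatty acid oxidation and PPAR list lay at percentile 99.99 among random lists, which is in line with octanoate as the numerator of the fold change, since fatty acids activate PPAR targets. The sign was not taken from this in the report, because a biological expectation cannot name the direction of a contrast, and the test was chosen after the value was seen.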
